A study of Mus musculus with 88 samples. Its data were reported in "Pristane-Accelerated Autoimmune Disease in (SWR X NZB) F1 Mice Leads to Prominent Tubulointerstitial Inflammation and Human Lupus Nephritis-Like Fibrosis" (2016).

How the data were processed

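Gene expression was measured in whole blood from 88 female SNF1 mice, with 1 Affymetrix HT MG-430 PM array per mouse. SNF1 mice are the F1 hybrids of the SWR and NZB strains and develop lupus nephritis with age. Per the labels, 8 mice each were untreated or treated with pristane at weeks 2, 4, 8, 12 and 14, and 8 further untreated mice of week 36 had spontaneous disease. The study's methods place the pristane injection in the peritoneum, describe the untreated mice as age-matched, and select the mice of week 36 by their proteinuria. By the study, week 14 counts from the injection while week 36 is an age, so these weeks are not on the same scale. The labels give no untreated group without disease at week 36, so age and disease cannot be separated in any comparison with that group.

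The authors homogenised frozen blood in Trizol, purified the RNA on columns with DNase treatment, labelled it with an amplification kit and hybridised it to array plates. The deposited values are log2 intensities that the authors summarised per probe set with the robust multi-array average (RMA), a method that corrects background, equalises the arrays' distributions and summarises the probes of a set. The deposited values ran from 0.736 to 13.8 and array medians from 3.78 to 4.01, as log2 values do. The arrays did not share the same distribution, with interquartile ranges from 2.744 to 3.783. The interquartile range correlated with the first principal component of the arrays at r = -0.96. This component held 24.7% of the variance. Pearson correlations between pairs of arrays ran from 0.90 to 0.994. The labels give no plate position, scan date or batch. The number of arrays limits the precision, and no read depth applies.

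Of 45141 probe sets, 104 controls were left out and 45037 were tested without a filter on dim signals. The probe table of the array assigned 28898 of these to 1 gene, listed 551 with several genes and did not list 15588. Each of 17097 genes was represented by the single-gene probe set with the highest mean over all arrays. Symbols were taken from that table, and 28689 of its probe IDs matched the mouse gene reference through their Entrez ID.

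All comparisons were contrasts of 1 model of the 11 group means, fitted to the 88 arrays with limma 3.58.1 in R 4.3.3 (77 residual degrees of freedom, 5.81 prior degrees of freedom). P values were adjusted with the Benjamini-Hochberg method over the 45037 probe sets within each comparison. A gene was called at an adjusted p under 0.05 and a change of more than 2-fold, the thresholds of the study. Fold changes have 95% confidence intervals from the moderated standard error. The comparisons were pristane against untreated mice at each of the 5 weeks, spontaneous disease at week 36 against untreated mice at week 14, pristane at week 14 against spontaneous disease, untreated mice at week 14 against week 2, and the difference of the pristane effect at week 14 from that at week 2 and at week 12.

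The 29 gene lists (markers of blood cell types, signatures the study speaks of, and basic cellular processes) were tested with limma's camera test at its preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 290 tests. A list member counted as risen or fallen at an adjusted p under 0.05 over all probe sets, with no fold threshold. The lists were written before the data were examined and were not chosen on these arrays. Shared members were Ifih1, Zbp1 and Dhx58 between the interferon and nucleic acid sensor lists, Psmb8, Psmb9 and Psmb10 between the proteasome and MHC class I lists, Il10 between the activated T cell and inflammatory lists, and Fn1 between the monocyte and fibrosis lists. A list score is the mean log2 signal of a list's genes on an array.

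Genes were named by a rule fixed before the data were examined. It takes the 12 largest rises and 12 largest falls among called genes for pristane at week 14, the 5 largest of each for the other comparisons, the 4 members of each list with the largest moderated t at week 14, and 9 genes that the study speaks of in kidney. Clones and predicted genes count under the rule but are left unnamed here, and so are some list members, for length. Among the 9, Aim2 is not analysed here, since no tested probe set is assigned to it. A gene named outside the rule is marked as chosen after its values were seen.

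The pipeline was tested on simulated data built from the residuals of these arrays. For the comparison of pristane with untreated mice at week 14, with 200 of 17097 genes changed, it called 90% of 2.38-fold, 98% of 2.83-fold, 100% of 4-fold and 100% of 8-fold changes, and 0 unchanged genes. In 50 runs of the list step for that comparison with nothing changed, the preset correlation called on average 5.62 of 28 unchanged lists, 13 at most, and at least 1 list in 98% of runs. An inter-gene correlation estimated per list called 0.04 lists on average, and any list in 2% of runs. With the interferon list raised by 0.5 on the log2 scale, the preset correlation called it in 98% of runs and the estimated correlation in 48%. Both called it in 100% of runs at a rise of 1 or 1.5. In these runs the other 28 lists were unchanged. On the real arrays of week 14 the interferon list rose by 1.21 and was not called with an estimated correlation (adjusted p = 0.0665). The rates of the simulation, false calls included, therefore need not hold where many genes change. The preset was the planned test, so its calls are given. In the main comparisons they are set beside the adjusted p with an estimated correlation, or the number of calls that held with it. Calls with another control or a covariate are from the preset correlation alone.

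Correlations of fold changes between spontaneous disease and pristane were computed across the 17097 genes, which are not independent replicates, and set beside 100 simulations of unchanged groups with shared or separate controls. Alternatives planned before the data were examined were a block for the array number, a fit on the compared arrays alone, a filter on dim probe sets (26682 of them kept, above the median of 3.89 in at least 8 arrays), 3 other scalings of the arrays, array weights, a trended robust spread, other probe sets of a gene, no fold threshold, leaving out each array in turn, an estimated correlation for lists, and split controls. Alternatives added after seeing the data were other untreated controls, leaving out the arrays numbered 8, and each array's interquartile range or erythroid score as a covariate. In tests of explanations, B cell and T cell scores and the ratio of 3' to 5' control probe sets of Gapdh or Actb were covariates. These ratios are on the log2 scale, as the 3' signal minus the 5' signal. For each count of genes, 100 splits of the arrays of the compared groups, the real one included, were drawn at random. Figures were drawn with matplotlib 3.10.9.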

Results

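Whole-blood RNA of SNF1 mice was profiled over 14 weeks after an injection of pristane, a hydrocarbon oil that brings on lupus-like autoimmunity, and in 36-week-old mice with spontaneous disease. The 88 arrays formed 11 groups of 8 mice. Pristane-treated and untreated mice were compared at weeks 2, 4, 8, 12 and 14, and the spontaneous group stood alone at week 36. Each array gave log2 RMA signals for 45037 probe sets, which covered 17097 genes. The number of arrays limits the precision of every value below. Fold changes are given with 95% confidence intervals and limma's adjusted p, with n = 8 per group throughout.

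The first question was how pristane changed the blood transcriptome at week 14, the last week sampled. Neutrophil and interferon-induced genes were much higher in pristane-treated mice, platelet genes were moderately higher, and part of the B cell, MHC class II and protein synthesis genes were lower (the list calls, several of them lost with an estimated correlation, follow). The largest rise was in Stfa3, a stefin-type protease inhibitor, which was 8.87-fold higher (4.75 to 16.6, adjusted p = 1.5e-07). Oas2, an antiviral oligoadenylate synthetase, was 8.03-fold higher (5.24 to 12.3, adjusted p = 8.69e-12). Irf7, a transcription factor of the interferon response, was 7.75-fold higher (5.05 to 11.9, adjusted p = 1.94e-11). In each of these genes all 8 pristane arrays lay above every untreated array. In all, 649 of 17097 genes were called, 319 higher and 330 lower, and the median change over all genes was 0.12 on the log2 scale.

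The other genes with the largest rises at week 14 were Lrg1, a glycoprotein of neutrophils (7.58-fold), Slfn4 (6.98-fold), Oas1d (6.90-fold), Oasl2 (6.75-fold), Rtp4 (6.65-fold), Oas1g (6.53-fold) and Ifit1 (5.82-fold). The largest fall was in Cbl, a ubiquitin ligase that restrains tyrosine kinase signalling, which was 5.30-fold lower (adjusted p = 6.77e-14), with all 8 pristane arrays below every untreated array. It was followed by Zfp280d (4.92-fold lower), the lymphoid transcription factor Ikzf3 (4.44-fold), the cathepsin Ctso (4.01-fold), Rprd2 (3.99-fold), the RNA-binding protein Tia1 (3.94-fold), Rsrc2 (3.87-fold), Fam204a (3.86-fold), Hepacam2 (3.85-fold), L3mbtl3 (3.83-fold) and Zfp800 (3.78-fold). Further probe sets of these genes gave mixed results. Those of Cbl (2), Ikzf3 (1), Fam204a (2) and L3mbtl3 (2) were not called. At an adjusted p under 0.05 and without a fold threshold, 4 of 7 for Rprd2, 3 of 5 for Tia1 and 2 of 4 for Zfp800 were also lower.

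Among the interferon response genes, 19 of 30 rose at week 14 and none fell, with a mean change of 1.21 on the log2 scale. Lgals3bp was 5.05-fold higher (3.78 to 6.75). The mature neutrophil list had 14 risen members of 19, among them the granulocyte colony-stimulating factor receptor Csf3r (3.30-fold, 2.33 to 4.67) and the calcium-binding alarmin S100a8 (1.95-fold, 1.61 to 2.37). Its single fall was in Ceacam1, an adhesion molecule, by 1.17 on the log2 scale. This gene is named because it was the exception, after its values were seen. The immature neutrophil granule list had 12 risen members of 14 and none fallen, with a mean of 1.29, including Padi4, a histone-modifying enzyme (4.71-fold), the granule proteins Lcn2 (4.53-fold) and Ngp (4.42-fold), and Olfm4 (3.21-fold). Adjusted over the list alone, the risen members numbered 21, 16 and 13. All 3 lists were called higher. The immature granule call held with an estimated correlation (adjusted p = 0.0382), while the interferon call (adjusted p = 0.0665 with an estimated correlation) and the mature neutrophil call (adjusted p = 0.146 with an estimated correlation) were lost.

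Platelet genes rose almost as a block at week 14, with 15 of 16 members higher and a mean of 0.86. The integrin subunit Itga2b was 2.66-fold higher (2.09 to 3.38), Treml1 2.51-fold, von Willebrand factor Vwf 2.46-fold and Gp9 2.12-fold. Erythroid genes rose in 10 of 27 members, with the transcription factor Tal1 2.60-fold and the erythropoietin receptor Epor 2.51-fold higher. Basophil and mast cell genes rose in 5 of 9 members, with the histamine-forming enzyme Hdc 3.78-fold higher (2.58 to 5.53). Genes of the fibrosis list rose in 4 of 14 members, including Igfbp5 (1.64-fold) and Col1a1 (1.49-fold). Adjusted over the list alone, the risen members numbered 15, 16, 6 and 5. The fibrosis score averaged 3.85 in pristane-treated and 3.50 in untreated mice. Both lie below the median of all deposited values (3.89), so this list as a whole was dim in blood. The 4 lists were called higher with the preset correlation. None was with an estimated correlation, where the adjusted p was 0.0941 for platelet, 0.461 for erythroid, 0.157 for basophil and mast cell and 0.146 for fibrosis genes. The erythroid rise depended on the control group, since the mean was -0.05 against untreated mice of week 12, in place of 0.76, and so did the fibrosis call, which was lost against them (mean 0.23, adjusted p = 0.158).

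Part of the lymphoid and MHC class II genes moved the other way at week 14. B cell genes fell in 10 of 18 members, including the complement receptor Cr2 (2.44-fold lower), Spib (2.19-fold), the CD20 gene Ms4a1 (2.15-fold) and the antigen receptor subunit Cd79a (1.84-fold). MHC class II genes fell in 8 of 10 members, including H2-DMb2 (2.43-fold lower), H2-Aa (2.01-fold) and the class II transactivator Ciita (1.95-fold). T cell genes fell in 8 of 23 members, including Cd2 (2.00-fold lower) and Cd28 (1.97-fold). NK and cytotoxic genes fell in 5 of 16 and rose in 1, with the NK receptor gene Ncr1 2.51-fold and the granule protein gene Nkg7 2.22-fold lower. Dendritic cell genes fell in 4 of 11, led by the chemokine receptor Ccr9 (3.12-fold lower). Immunoglobulin genes fell in 7 of 16, among them Igkv6-15 (2.75-fold lower). Adjusted over the list alone, the fallen members numbered 10, 9, 9, 8, 5 and 8. All 6 lists were called lower. None was with an estimated correlation, where the adjusted p was 0.251 for B cell, 0.0884 for MHC class II, 0.40 for T cell, 0.263 for NK, 0.108 for dendritic cell and 0.146 for immunoglobulin genes. Against untreated mice of week 12 the NK mean moved from -0.52 to -0.15 and the dendritic cell mean from -0.34 to -0.13, both no longer called. The MHC class II mean moved from -0.72 to -0.33 and was still called, by the preset correlation alone.

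Part of the genes of protein synthesis and turnover were lower as well. Ribosomal protein genes fell in 38 of 69 members and rose in none, each by a small amount, such as Rpl13a (1.65-fold lower, with all 8 pristane arrays below the untreated ones) and Rpl12 (1.45-fold). Translation factor genes fell in 10 of 27 members, led by the initiation factor subunit Eif3e (2.18-fold lower, adjusted p = 1.2e-07) and the elongation factor subunit Eef1b2 (1.45-fold), and rose in 1. The translation factor score averaged 9.21 ± 0.11 (SD, n = 8) in pristane-treated and 9.53 ± 0.05 in untreated mice. Proteasome genes fell in 9 of 37 members, with Psmd1 2.13-fold lower, and rose in 1. In the unfolded protein response list Manf alone fell, 1.54-fold, of 20 members. Adjusted over the list alone, the fallen members numbered 41, 14, 9 and 0. All 4 lists were called lower, and the translation factor call held with an estimated correlation (adjusted p = 0.00129). The adjusted p with an estimated correlation was 0.0665 for ribosomal protein, 0.152 for proteasome and 0.279 for unfolded protein response genes. Against untreated mice of week 12 the ribosomal protein mean moved from -0.30 to -0.17 and the proteasome mean from -0.25 to -0.09. Both were still called, by the preset correlation alone. The translation factor mean was -0.30 in place of -0.32, and the unfolded protein response call was lost (mean 0.02).

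The other 12 lists were not called at week 14. Plasma cell genes went both ways, with Sec11c (1.48-fold) and Tnfrsf17, the BCMA gene (1.52-fold), higher, and Irf4 (2.64-fold) and Pou2af1 (1.55-fold) lower, of 14. Nucleic acid sensors rose in 7 of 23 members and fell in 1, with Ifih1 2.45-fold (1.76 to 3.39) and Mavs 1.88-fold higher. Complement and Fc receptor genes rose in 8 of 18, with Fcgr3 1.80-fold higher, and Cd55, a complement regulator, fell 2.61-fold. Inflammatory mediators rose in 4 of 23, including Saa3 (2.86-fold) and Ccl2 (1.58-fold), and fell in 2. Monocyte and macrophage genes rose in 3 of 18 and fell in 1, the chemokine receptor Cx3cr1 (2.52-fold lower). Oxidative phosphorylation genes fell in 12 of 74, including Ndufa9 (2.61-fold lower), and rose in 5. Cell cycle genes rose in 3 of 34, including Mki67 (2.85-fold, but -0.02 on the log2 scale against untreated mice of week 12), and fell in 2, including Pcna (1.85-fold). Immediate early genes rose in 2 of 19 and fell in 4, with Ppp1r15a 3.09-fold higher and Jun 2.29-fold lower. Activated T cell genes rose in 2 of 20, Lag3 (1.82-fold) and Pdcd1 (1.43-fold), and fell in 3. Glycolysis and hypoxia genes rose in 2 of 16, led by Pkm (1.90-fold). In the eosinophil list Il5ra alone fell, 1.76-fold, of 7, and no member of the MHC class I pathway list (12) passed the test. Against untreated mice of week 12 the preset correlation called some of these lists. These calls rest on the preset correlation alone, which called 5.62 of 28 unchanged lists on average in simulations of the week 14 comparison. Nucleic acid sensor (mean 0.58, in place of 0.23) and inflammatory genes (0.45, in place of 0.22) were higher. So were complement and Fc receptor (0.38), monocyte (0.53), activated T cell (0.29), glycolysis (0.29) and MHC class I genes (0.25). Eosinophil (-0.41) and oxidative phosphorylation genes (-0.09) were lower, and plasma cell, cell cycle and immediate early genes stayed uncalled. With this control the week differed as well as the treatment. The eosinophil score was 3.40 in pristane-treated and 3.39 in untreated mice of week 14, against 3.81 in untreated mice of week 12. The monocyte score was 7.51 and 7.53, against 6.98. The eosinophil and monocyte shifts were thus shared by untreated mice and do not show an effect of pristane.

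Among genes that the study followed in kidney, Ifih1, S100a8, S100a9 (1.45-fold, adjusted p = 0.000147) and Saa3 rose in blood at week 14. Sting1 was at 6.93 ± 0.16 in pristane-treated and 7.02 ± 0.20 in untreated mice (adjusted p = 0.750). The change was 0.21 for Tnc (adjusted p = 0.278), 0.27 for Timp1 (adjusted p = 0.218) and 0.31 for Havcr1 (adjusted p = 0.219) on the log2 scale, none of which passed the test.

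The balance of rises and falls at week 14 depended on the scaling, the control and covariates. Centring each array on its brightest probe sets gave 442 rises and 212 falls, and the untreated mice of week 12 as control gave 299 rises and 142 falls. With the interquartile range of each array as covariate 421 rises and 117 falls were called, and with the erythroid score 363 and 152.

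**Figure D1:**
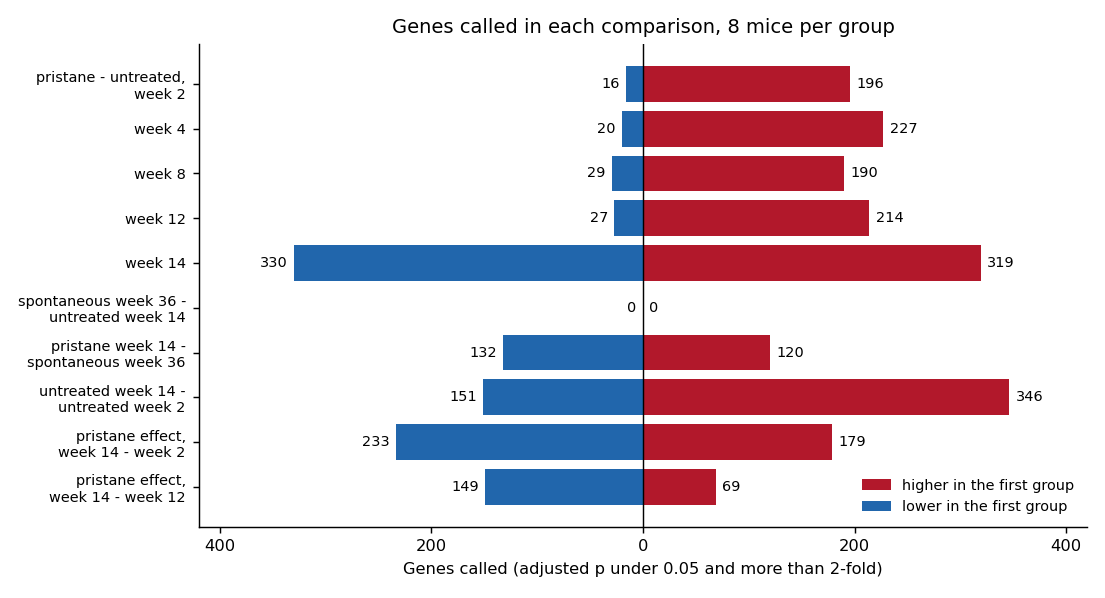
Number of genes called in each comparison at an adjusted p under 0.05 and more than 2-fold, with rises to the right of 0 and falls to the left. Falls stayed at 29 or fewer for pristane at weeks 2 to 12 and reached 330 at week 14, and no gene was called for spontaneous disease against untreated mice.

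The second question was how early these changes appeared. With all arrays the mean rise of the interferon list was largest at week 2, and neutrophil genes were higher at every week sampled. The order of weeks 2 and 4 rests on 1 array, pristane week 4 replicate 1. The other pristane arrays of week 4 averaged 8.10 in the interferon score, against 6.28 in untreated mice. At week 2 these means were 8.12 and 6.31. The interferon-induced genes Oasl2 (16.8-fold, 10.0 to 28.1), Rtp4 (15.3-fold), Usp18 (14.6-fold), Ifit1 (3.75 on the log2 scale) and Irf7 (13.3-fold) had the largest rises at week 2. All 8 pristane arrays lay above every untreated array in each of these genes. The interferon list had 21, 20, 18 and 21 risen members of 30 at weeks 2, 4, 8 and 12, with means of 1.81, 1.61, 1.31 and 1.60 (24, 28, 20 and 26 adjusted over the list alone). Mature neutrophil genes rose in 17, 16, 15 and 17 of 19 members, and immature granule genes in 8, 9, 11 and 10 of 14. These 3 lists were called higher at each of the 4 weeks, also with an estimated correlation.

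At week 4 the largest rises were in Acod1, the itaconate-forming enzyme of activated myeloid cells (12.4-fold), Rtp4 (12.4-fold), Stfa3 (12.1-fold), the iron-binding granule protein Ltf (12.1-fold) and Oasl2 (11.5-fold). At week 8 they were in Ltf (10.6-fold), Stfa3 (9.10-fold), the granule protein Ngp (9.03-fold), Rtp4 (8.71-fold) and Irf7 (8.45-fold). At week 12 they were in Rtp4 (11.8-fold), Acod1 (10.4-fold), Oasl2 (10.3-fold), Ifit1 (8.60-fold) and Oas2 (8.43-fold). Falls were fewer. The prostaglandin-degrading enzyme Hpgd had the largest fall at weeks 2 (3.59-fold lower), 4 (3.82-fold) and 8 (5.06-fold). At week 2 it was followed by Zfp62 (2.81-fold lower), Akap9 (2.39-fold), Fut11 (2.33-fold) and the chemokine Ccl5 (2.24-fold). Ptpn4 (2.47-fold), Ikzf3 (2.35-fold) and the lymphocyte egress receptor S1pr1 (2.33-fold) were among the falls of week 4. Cx3cr1 (3.14-fold), Ncr1 (2.84-fold) and Ikzf3 (2.77-fold) were among those of week 8. Tdrp (2.79-fold), Ccr9 (2.77-fold), Ddx11 (2.51-fold), Cd8a (2.51-fold) and Slc12a7 (2.49-fold) were lower at week 12.

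Other lists were called at some of the weeks 2 to 12, and some of these calls held with an estimated correlation. Basophil and mast cell genes were called higher at weeks 2, 8 and 12, with 1, 4 and 6 risen members of 9 and adjusted p values with an estimated correlation of 0.0357, 0.0134 and 0.000299. Complement and Fc receptor genes were called higher at weeks 4 and 12 (4 and 6 of 18, adjusted p = 0.0382 and 0.00588 with an estimated correlation). Inflammatory mediators were called higher at the same weeks (4 and 7 of 23, adjusted p = 0.0134 and 0.00133 with an estimated correlation). Further preset calls of these lists were lost with an estimated correlation. They were inflammatory mediators at weeks 2 and 8 (adjusted p = 0.121 and 0.0694 with an estimated correlation). The others were complement and Fc receptor genes at week 2 (0.245) and basophil and mast cell genes at week 4 (0.0665). Activated T cell genes were called higher at week 12 (2 of 20, adjusted p = 0.0259 with an estimated correlation). B cell genes fell in 3, 4, 1 and 4 of 18 members and were called lower at each week, with adjusted p values of 0.240, 0.146, 0.245 and 0.187 with an estimated correlation. MHC class II genes fell in 3, 5, 3 and 1 of 10 members and were also called lower at each week. Their adjusted p values were 0.153, 0.0683, 0.0665 and 0.234 with an estimated correlation. NK genes were called lower at weeks 2, 4 and 8 (means -0.43, -0.45 and -0.71) but not at week 12 (0.15). Those calls were lost with an estimated correlation (adjusted p = 0.279, 0.251 and 0.0665). T cell genes were called lower at weeks 4 and 12 (means -0.291 and -0.505), as were ribosomal protein genes (-0.057 and -0.145). Nucleic acid sensors were called higher at weeks 2, 4 and 12, and platelet genes at week 12. These calls were lost with an estimated correlation (adjusted p from 0.0917 to 0.624). Preset calls of further lists at these weeks were lost as well. No translation factor gene passed the test at weeks 2 to 12.

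The counts were 212 genes at week 2 (196 higher, 16 lower), 247 at week 4 (227 and 20), 219 at week 8 (190 and 29) and 241 at week 12 (214 and 27). With the preset correlation 16, 16, 15 and 16 of 29 lists were called at these weeks, against 4, 5, 4 and 7 with an estimated correlation. In pristane week 4, replicate 1 stood apart with an interferon score of 6.36, against 8.10 ± 0.26 in the other 7 arrays, and without it 301 genes were called. At week 8 the 3' to 5' ratios, a sign of RNA quality, differed between the compared groups. For Gapdh the ratio on the log2 scale was 1.43 ± 0.15 in pristane-treated and 1.84 ± 0.31 in untreated mice. For Actb it was 0.98 ± 0.18 and 1.19 ± 0.18.

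**Figure D2:**
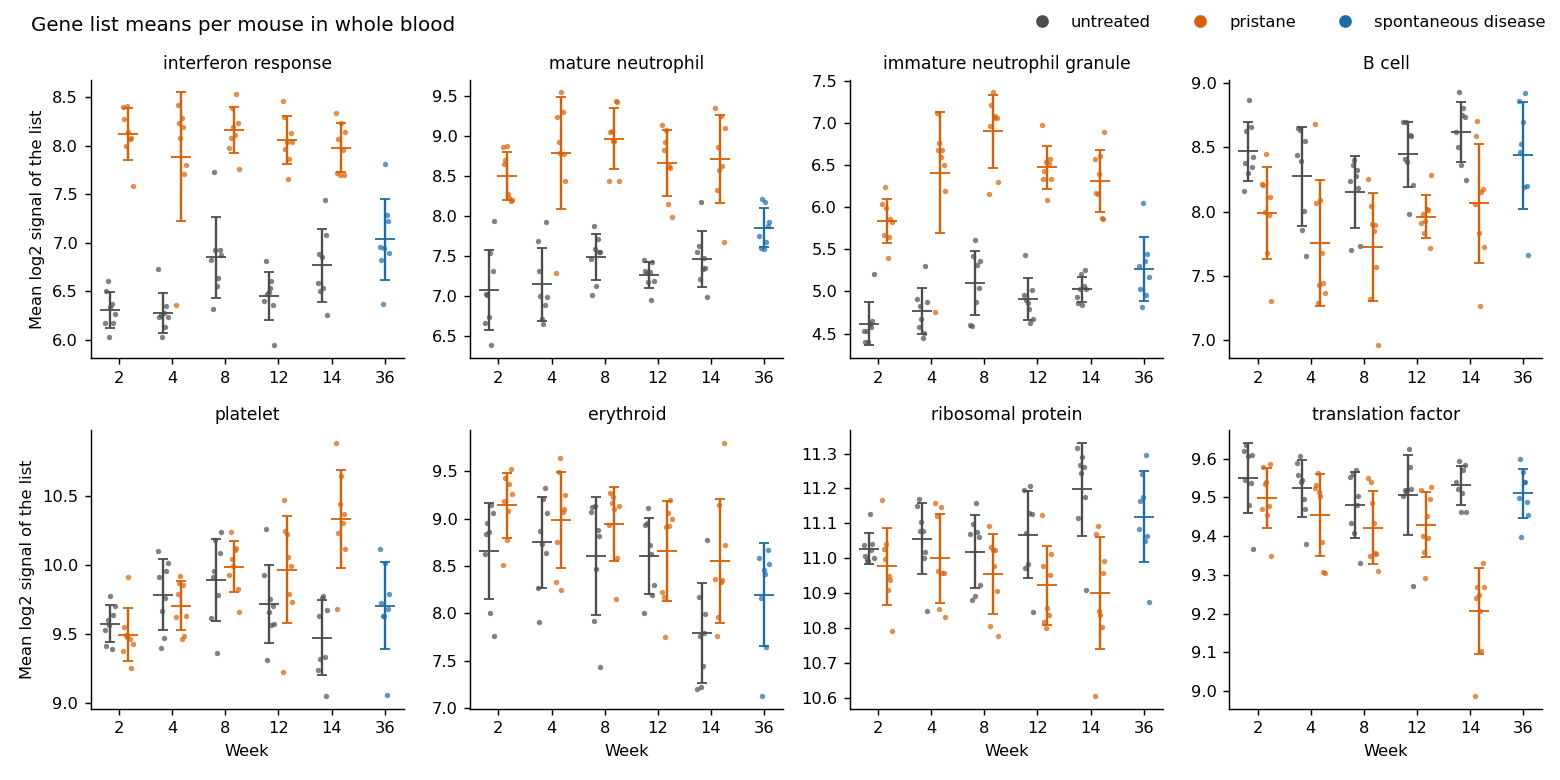
List scores per mouse in whole blood, the mean log2 signal of each list's genes on an array, against the week, where points are mice, horizontal marks are group means and error bars are SD (n = 8). Group means of the interferon and neutrophil scores were higher in pristane-treated than in untreated mice at each week, with single mice overlapping at weeks 4 and 14, at means of 8.12 and 6.31 for interferon at week 2, while the translation factor score of pristane-treated mice was lowest at week 14, at 9.21.

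The rises shared by the weeks were counted next. A set of 67 genes was called higher at all 5 weeks, and 14 of them belong to the interferon list (such as Irf7, Oas2, Rtp4 and Ifit1) and 15 to the neutrophil lists (such as Stfa3, Lrg1, Ltf, Ngp and Padi4). A pair of genes was called lower at all 5 weeks, Zfp62 and an unnamed clone. Of the 319 genes higher at week 14, 86, 96, 94 and 85 were also higher at weeks 2, 4, 8 and 12, where independent lists of these sizes would share 3.66, 4.24, 3.55 and 3.99. Of the 330 lower genes, 8, 13, 20 and 13 were also lower at these weeks, against 0.31, 0.39, 0.56 and 0.52 for independent lists. These comparisons share no arrays.

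The third question was which pristane effects differed between week 14 and earlier weeks, tested as a difference of differences. Platelet list members were among the genes whose effect was higher at week 14, and Cbl and Fpr2 were among those whose effect was lower. The integrin subunit Itgb5 changed by 1.69 at week 14, against -0.30 at week 2, a difference of 3.97-fold (adjusted p = 3.1e-05). The differences were 4.11-fold for the axon guidance gene Draxin, 3.76-fold for the laminin subunit Lamc1, 3.68-fold for the ATP-gated channel P2rx1 and 3.45-fold for the histone gene H3c1. The effect was 4.70-fold lower at week 14 than at week 2 for Zfp516 and 4.42-fold for the formyl peptide receptor Fpr2. It was 4.39-fold lower for Ms4a6d, 4.30-fold for Cbl and 4.12-fold for the RNA-binding protein Rbm47. In untreated mice Ms4a6d rose from week 2 to week 14 by more than this difference. Its lower effect therefore does not show a fall in pristane-treated mice. Against week 12 the largest gains were in Prss39 (3.76-fold), the lipase Mgll (3.72-fold), Itgb5 (3.57-fold), Lamc1 (3.15-fold) and the adaptor Grap2 (3.14-fold). The largest losses were in the ephrin Efnb2 (6.34-fold), the Wnt pathway factor Tcf7l2 (5.05-fold), Rbm47 (4.29-fold), Cbl (3.97-fold) and Rprd2 (3.83-fold).

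In all, 412 genes differed between weeks 14 and 2 (179 with a higher and 233 with a lower effect at week 14) and 218 between weeks 14 and 12 (69 and 149). The platelet list had 10 and 3 members of 16 with a higher effect at week 14. It was called higher in both contrasts, with adjusted p = 0.0757 and 0.213 with an estimated correlation. The translation factor list was called lower in both, also with an estimated correlation (adjusted p = 0.00866 and 0.0078), with 2 and 1 lower members of 27. Of the 207 genes called higher at week 14 and at no other week, the effect differed from week 2 in 111 and from week 12 in 56 at an adjusted p under 0.05. Of the 296 genes called lower at week 14 alone, it differed in 106 and 70. The direction of these counts depended on the scaling and on covariates. Centred on the brightest probe sets they were 364 higher and 140 lower against week 2, and 125 and 118 against week 12. With the interquartile range as covariate they were 305 and 153 against week 2 and 169 and 95 against week 12, where the erythroid score as covariate gave 124 and 104. Without the arrays numbered 8 the split against week 2 was 235 and 560, 795 genes in all. The count against week 12 was 145 without pristane week 14 replicate 7 and 140 without pristane week 12 replicate 1.

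The fourth question was whether the blood of mice with spontaneous disease differed from that of the oldest untreated group. No gene did by limma's test, whether or not a 2-fold change was required, and 594 of 17097 genes had an unadjusted p under 0.05. No other tool was run. The interferon score was 7.04 ± 0.42 in spontaneous disease, 6.77 ± 0.38 in untreated and 7.98 ± 0.25 in pristane-treated mice of week 14. Irf7 was at 0.57, Ifit1 at 0.67, Lrg1 at 0.42 and Itga2b at 0.39 on the log2 scale relative to untreated mice, each with an adjusted p of 1. With the preset correlation 7 lists were called higher (interferon, mature and immature neutrophil, platelet, erythroid, complement and Fc receptor, fibrosis) and 7 lower (immunoglobulin, T cell, B cell, dendritic cell, MHC class II, ribosomal protein, unfolded protein response). None of the 14 was called with an estimated correlation, where the adjusted p ran from 0.0806 to 0.401, and the preset correlation called up to 13 of 28 unchanged lists in simulations of the week 14 comparison. The count rose to 9 genes against the untreated mice of week 12 and to 66 against all 40 untreated arrays. It rose to 4 when spontaneous replicate 2 or replicate 4 was left out. Against the untreated mice of week 12 or all untreated arrays the test's direction reversed for 7 of the 14 called lists (erythroid, fibrosis, B cell, dendritic cell, MHC class II, ribosomal protein, unfolded protein response).

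Set directly against spontaneous disease, the pristane-treated mice of week 14 had higher interferon and neutrophil genes. The largest rises were in Stfa3 (6.23-fold, 3.34 to 11.7), Oas2 (6.08-fold, 3.97 to 9.31), Lrg1 (5.66-fold), Irf7 (5.22-fold) and Oas1g (5.20-fold). The largest falls were in Ikzf3 (4.00-fold lower), Cbl (3.97-fold), Lmbr1 (3.42-fold) and Fam204a (3.30-fold). Interferon genes were higher in 15 of 30 members, mature neutrophil genes in 10 of 19, immature granule genes in 9 of 14 and platelet genes in 9 of 16, and translation factor genes were lower in 8 of 27. Adjusted over the list alone, these were 21, 14, 11, 13 and 11. The immature granule and translation factor calls held with an estimated correlation (adjusted p = 0.0357 and 0.000253), while the adjusted p with an estimated correlation was 0.0689 for interferon, 0.235 for mature neutrophil and 0.143 for platelet genes. MHC class II genes were lower in 5 of 10 members (adjusted p = 0.124 with an estimated correlation) and ribosomal protein genes in 23 of 69 (0.0833), and 5 lists were called higher and 10 lower with the preset correlation. In all, 252 genes were called, 120 higher and 132 lower, and age differed between the groups as well. Centred on the brightest probe sets the split was 162 and 86, and with the interquartile range as covariate 181 and 75.

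The fold changes of the 2 kinds of disease were also correlated across genes. The correlation of spontaneous disease with pristane was r = 0.258 (rho = 0.166) for week 2, 0.301 (0.262) for week 4, 0.347 (0.304) for week 8, 0.340 (0.312) for week 12 and 0.639 (0.609) for week 14. These values are across 17097 genes, which are not independent replicates. The comparison of week 14 shares its 8 untreated arrays with the spontaneous comparison, and unchanged groups with such controls gave a mean r of 0.476 (0.138 to 0.825) in 100 simulations. The covariance was 0.0553, against a mean of 0.0194 in these simulations (a difference of 0.0359), and lies within their range of 0.0049 to 0.0629. With the 8 controls split into 2 sets of 4 r was 0.397 and 0.284, and with the untreated mice of week 12 as control of the spontaneous group it was -0.155. Unchanged groups with separate controls gave r between -0.547 and 0.488, and the values of weeks 2 to 12 lie within that range. An overlap of called genes could not be counted, since spontaneous disease had none.

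The last comparison described the background change in untreated mice from week 2 to week 14. Monocyte and macrophage genes rose in 11 of 18 members and erythroid genes fell in 19 of 27, with means of 0.98 and -0.86 on the log2 scale. The largest rises were in Ms4a6d, a gene of the monocyte list (11.7-fold, 5.97 to 23), the sphingomyelinase-like Smpdl3b (11.4-fold), the autophagy regulator Dram1 (6.05-fold) and lipoprotein lipase Lpl (5.54-fold). All 8 arrays of week 14 lay above every array of week 2 in each of these genes. The largest falls were in the phosphatase Ptpn14 (4.33-fold lower), Tspan8 (4.03-fold), the cyclin Ccna2 (3.50-fold) and the cathepsin Ctsf (3.49-fold). Interferon genes rose in 10 of 30 members and fell in 1, MHC class I pathway genes rose in 8 of 12 (H2-M3 2.02-fold, Tapbp 1.63-fold) and cell cycle genes fell in 11 of 34. Adjusted over the list alone, the counts were 11 risen for monocyte, 21 fallen for erythroid, 10 risen for interferon, 10 risen for MHC class I and 15 fallen for cell cycle genes. The monocyte call held with an estimated correlation (adjusted p = 0.0382), while the adjusted p with an estimated correlation was 0.340 for erythroid, 0.340 for interferon, 0.0860 for MHC class I and 0.445 for cell cycle genes. With the preset correlation 13 lists were called higher and 2 lower. With an estimated correlation only 1 was called higher, the monocyte list, and none lower.

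In all, 497 genes were called between these untreated groups, 346 higher and 151 lower. The erythroid score was 7.79 ± 0.53 at week 14 and 8.66 ± 0.51 at week 2, and the interquartile range of the arrays was 3.53 ± 0.20 and 3.15 ± 0.12. With the interquartile range as covariate 66 genes were called and with the erythroid score 94, with the 3' to 5' ratio of Actb, a sign of RNA quality, 198, and without the arrays numbered 8 the count was 813. The direction of the counts depended on the scaling, with 179 higher and 330 lower when centred on the brightest probe sets, which shifted the median of all genes to -0.284 from -0.069.

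**Figure D3:**
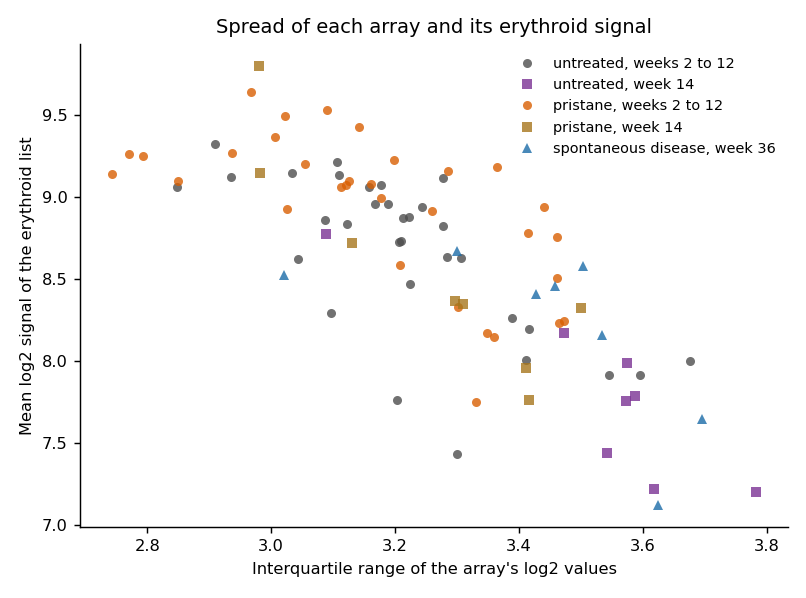
Mean log2 signal of the erythroid list against the interquartile range of each array's log2 values, with 1 point per mouse and colours and shapes for the groups named in the key. The untreated arrays of week 14 averaged 3.53 in interquartile range and 7.79 in erythroid score, against 3.30 and 8.61 for the untreated arrays of week 12.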

Values the study reported

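The study reported 1410 differentially expressed genes in the blood of SNF1 mice 14 weeks after pristane, at more than 2-fold against age-matched controls and an FDR-adjusted p below 0.05.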

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

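The tests of the untreated arrays of week 14, of those arrays as a control, of the centring as an explanation of the falls (the centring itself was set before) and of the arrays numbered 8 were chosen after the result was seen, as was setting each count of falls beside the other weeks under the same choice. The splits of the arrays and the tests of the lymphocyte share and of RNA quality by Gapdh were set before, and those by Actb after.

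The pristane effect differed between week 14 and week 2 in 412 genes and between week 14 and week 12 in 218 genes, by a test of the difference itself. The real grouping was the only 1 of 100 splits with as many genes in each case, with 94 and 204 genes in the highest other split, so chance can be excluded at this number of splits for week 2. The margin against week 12 is too narrow for that, since the count moved to 156 on the compared arrays alone, to 145 without pristane week 14 replicate 7 and to 140 without pristane week 12 replicate 1, all below 204. Lists also differed with the preset correlation. Against week 2 the mean difference on the log2 scale was -0.60 for interferon, -0.32 for T cell, -0.36 for monocyte, 0.94 for platelet, -0.36 for MHC class I, -0.25 for ribosomal protein, -0.27 for translation factor and -0.24 for proteasome genes. Against week 12 it was -0.39 for interferon, -0.34 for immunoglobulin, -0.29 for activated T cell, -0.66 for NK, -0.49 for monocyte, 0.61 for platelet, 0.71 for erythroid, -0.31 for dendritic cell, -0.36 for MHC class II, -0.24 for MHC class I, -0.20 for nucleic acid sensor, -0.34 for inflammatory, -0.15 for ribosomal protein, -0.25 for translation factor, -0.20 for unfolded protein response, -0.16 for proteasome and -0.35 for immediate early genes. Untreated arrays account for much of some differences. From week 2 to week 14 the interferon score changed by 0.46 (0.11 to 0.80) in untreated and by -0.14 (-0.48 to 0.20) in pristane-treated mice, and from week 12 the erythroid score changed by -0.81 (-1.32 to -0.31) and -0.10 (-0.61 to 0.40). With an estimated correlation the translation factor difference alone was called in each contrast.

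Single arrays stood apart from the other 7 of their group in 26 of 319 list scores by group and in 128 of 1892 named genes by group, by Dixon's ratio of gap to range at its 95% critical value. Chance gives about 1 in 20. In pristane week 4, replicate 1 was at 6.36 in the interferon score against 8.10 ± 0.26 in the others, at 4.76 against 6.65 ± 0.28 in the immature granule score, at 3.49 against 3.84 ± 0.06 in the fibrosis score, and apart in 19 named genes. In untreated week 4, replicate 1 was at 6.73 in the interferon score, against 6.22 ± 0.10, and in untreated week 8, replicate 3 was at 7.73, against 6.73 ± 0.23, close to the lowest pristane array of that week at 7.764. No untreated array of week 4 reached the level of the other pristane arrays, and whether a label is wrong was not tested. Untreated week 14 replicate 8 stood apart in 3 lists and 12 genes, pristane week 14 replicate 7 in 2 lists and 5 genes, and untreated week 2 replicate 5 in 3 lists and 1 gene.

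Among 16139 probe sets that name no single gene, which the comparisons of genes do not use, 783 were called for pristane at week 14, of which 134 were higher and 649 lower.

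The untreated arrays of week 14 lay apart from those of weeks 2 to 12, with an interquartile range of 3.53 ± 0.20, against 3.30 ± 0.18 at week 12, and an erythroid score of 7.79 ± 0.53, against 8.61 ± 0.40. A lower share of red cell transcripts would raise the other cell types alike, but the shifts of monocyte and T cell genes from week 2 to week 14 differed by 1.05 (0.54 to 1.56), which argues against it as the whole cause. A week 14 batch that moved both groups alike stays open. The erythroid change from week 12 differed between untreated and pristane arrays by -0.71, with an interval of -1.43 to 0.01. Other values went both ways. From week 12 to week 14 the eosinophil score fell from 3.81 to 3.39 in untreated and from 3.81 to 3.40 in pristane arrays. It was 3.465 in spontaneous disease. The 3' to 5' ratio of Gapdh on the log2 scale rose from 1.802 to 2.021 and from 1.641 to 2.125. The platelet score changed by -0.25 (-0.51 to 0.02) in untreated and by 0.37 (0.1 to 0.64) in pristane arrays. With the interquartile range as covariate 66 genes were called, 53 of them among the 497 called without it, which leaves a signal spread unrelated to the blood open, although the range followed the erythroid score within groups (r = -0.71), which goes against it. RNA quality stays open as well. The 3' to 5' ratio of Actb on the log2 scale was 1.517 ± 0.308, against 1.092 ± 0.244 at week 2. With this ratio as covariate 198 genes were called (314 with the Gapdh ratio). Age, a biological explanation, was not tested.

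The 330 falls at week 14 of pristane stand against at most 29 at the other weeks. There were 122 with the B cell and T cell scores as covariates, 360 with the 3' to 5' ratio of Gapdh as covariate, 264 with that of Actb and 212 with centring on the brightest probe sets, where the other weeks had at most 23, 23, 29 and 29 under the same choice, which argues against a lower share of lymphocytes, RNA quality by these ratios and centring as the whole cause, each taken alone. The lymphocyte scores and the centring each lowered the count by more than 1.5 times, so a part may follow them. The untreated arrays of week 14 as an unusual control stay open, since with those of week 12 in their place there were 142 falls, and the other weeks had up to 56 against that control. A handling batch of week 14 that moved treated and untreated arrays differently stays open as well, and disease stage was not tested.

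Within their groups the arrays numbered 8 were highest on the third principal component in 10 of 11 groups, and 14556 probe sets differed between them and the other arrays (118 of these more than 2-fold), against 2705 (2) for arrays numbered 1. A candidate explanation is a handling batch tied to the number, which stays open, since the 10 groups are the observation it was drawn from and the labels give no batch. No biological explanation was tested. Without these arrays 799 genes were called at week 14, against 649.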

How the results depend on the processing

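The other untreated controls, leaving out the arrays numbered 8, and the interquartile range or erythroid score as covariate were chosen after seeing the data. All other alternatives were planned. Where a value moved, the cause was not tested, unless the alternative counts more by its construction, as do no fold threshold and any probe set of a gene.

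With no fold threshold the counts were 612, 509, 450, 644 and 3830 for pristane at weeks 2, 4, 8, 12 and 14, 1711 for pristane at week 14 against spontaneous disease, 4156 for untreated week 14 against week 2, and 1174 and 368 for the pristane effect at week 14 against that at weeks 2 and 12. With any probe set of a gene they were 1054 for week 14, 449 against spontaneous disease, and 709 and 383 for the differences from weeks 2 and 12. All 40 untreated arrays as control gave 427 for week 14 of pristane. For spontaneous disease, array weights gave 1 gene, untreated mice of week 12 as control 9 and all 40 untreated arrays 66. For untreated week 14 against week 2, leaving out the arrays numbered 8 gave 813, the interquartile range as covariate 66 and the erythroid score 94. Without the arrays numbered 8 the difference from week 2 was 795. The other counts lay within 1.5 times those reported.

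The direction of the counts followed the scaling. Quantile normalization gave 372 rises and 247 falls for pristane at week 14 and centring on the array median 285 and 380. Centring on the brightest probe sets gave 442 and 212, and the median of all genes was then 0.228, against 0.12. For untreated week 14 against week 2 the array median gave 510 and 108 and the brightest probe sets 179 and 330. For the difference of the pristane effect between weeks 14 and 2 the brightest probe sets gave 364 and 140, with a median of 0.26, against 0.118.

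Leaving out each array in turn gave ranges of 205 to 231, 213 to 301, 202 to 249, 197 to 283 and 582 to 844 for the 5 weeks of pristane. They were 0 to 4 for spontaneous disease, 212 to 351 for pristane against spontaneous disease, 394 to 688 for untreated week 14 against week 2, 338 to 566 for the difference from week 2, and 140 to 327 for that from week 12. The 4 genes came without spontaneous week 36 replicate 2 or replicate 4, and the difference from week 12 was 145 without pristane week 14 replicate 7 and 140 without pristane week 12 replicate 1.

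The numbers of the titles were not used as pairs. At weeks 2, 4, 8, 12 and 14, 1, 2, 3, 1 and 1 of 8 arrays correlated best with the array of their own number, and 10 of 40 pairs of the same number correlated above 0.1. Across groups the mean correlation was 0.188 for arrays numbered 8 and 0.17 for those numbered 1, against -0.007 for different numbers. With the number as a block the counts were 213, 251, 222, 248 and 653.

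With an estimated correlation 4, 5, 4, 7 and 2 lists were called at the 5 weeks, 0 for spontaneous disease, 2 for pristane against spontaneous disease, and 1 each for untreated week 14 against week 2 and for the differences from weeks 2 and 12. Of 290 list tests 168 kept their result, and 122 lost the call. With the interquartile range as covariate and the preset correlation 5 lists were called for untreated week 14 against week 2.

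The test's direction reversed for lists in 32 cases, with these means. At week 14 of pristane, untreated mice of week 12 as control gave 0.53 for monocyte, -0.05 for erythroid and 0.25 for MHC class I genes, and all untreated arrays gave 0.53 for monocyte and 0.07 for erythroid genes. For spontaneous disease the control of week 12 gave 0.22 for activated T cell, -0.01 for B cell, 0.29 for NK, -0.41 for erythroid, -0.34 for eosinophil, 0.08 for dendritic cell, 0.22 for MHC class II, 0.35 for MHC class I, 0.05 for ribosomal protein, 0.01 for unfolded protein response, 0.12 for proteasome and 0.02 for fibrosis genes. All untreated arrays gave 0.17 for activated T cell, 0.05 for B cell, -0.28 for erythroid, 0.07 for dendritic cell, 0.15 for MHC class II, 0.31 for MHC class I, 0.05 for ribosomal protein, 0.01 for unfolded protein response, 0.11 for proteasome and 0.00 for fibrosis genes. The interquartile range as covariate gave 0.09 for T cell genes of pristane against spontaneous disease, -0.27 for B cell and -0.04 for NK genes of untreated week 14 against week 2, -0.26 for erythroid genes in the difference from week 2 and 0.33 for T cell genes in that from week 12. With the control of week 12 the changes of Bhlhe40 (0.01), Cst3 (0.04) and Mki67 (-0.02) reversed. Among the other results of named genes with that control, 35 were weaker, 2 were stronger and 100 stayed the same. With the interquartile range as covariate 26 were weaker, 3 stronger and 191 the same, and the erythroid score gave the same numbers.

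The correlation of spontaneous disease with pristane at week 14 was 0.397 and 0.284 with 4 controls for each comparison and reversed to -0.155 with the control of week 12.

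A filter on dim probe sets left 265 of 290 list tests as they were, and array weights left 269. Signal over background limits the dim probe sets.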

Other observations

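The 2 relations below were set before the data were examined.

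Interferon and mature neutrophil transcripts may both follow 1 common strength of response per mouse. Across the 40 pristane arrays, as deviations from group means, the 2 scores correlated at r = 0.83 (rho = 0.79), with p = 1e-05, the smallest the permutations can give, and 2e-05 adjusted over the 2 relations. The correlation was 0.77 without the 2 arrays farthest from the centre, and 0.69, 0.95, 0.83, 0.57 and 0.89 at weeks 2, 4, 8, 12 and 14. With the erythroid score regressed out it was 0.84, and in the 40 untreated arrays it was 0.38. The values go with the hypothesis, and a share of neutrophils in the sample that moves both was not excluded.

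Platelet and erythroid transcripts might both follow 1 common source of young blood cells. Across the same arrays r was 0.13 (rho = 0.11, p = 0.486, adjusted p = 0.486), and -0.07 without the 2 farthest arrays, so the test leaves the hypothesis open.

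Chance was examined with 100 splits of the arrays in each comparison, the real one included. For pristane at weeks 2, 4, 8, 12 and 14 the real grouping was the only 1 with as many genes, at 212, 247, 219, 241 and 649, where the highest other split gave 120, 128, 117, 3 and 148. The same held for pristane at week 14 against spontaneous disease (252, highest other 130) and untreated week 14 against week 2 (497, highest other 156), so chance can be excluded in these at this number of splits. For spontaneous disease against untreated week 14, with 0 genes, all 100 splits give as many by construction, so they say nothing on chance there, and the highest other gave 66.

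For pristane at week 14, 649 genes (1970 probe sets) were called here at an adjusted p under 0.05 and more than 2-fold, 1054 genes with any probe set of a gene, and 783 called probe sets named no single gene. The number of genes that the study gives for blood at this week is higher than these counts of genes and lower than the count of probe sets.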
